# The DUF3715 domain has a conserved role in RNA-directed transposon silencing

**DOI:** 10.1261/rna.079693.123

**Published:** 2023-10

**Authors:** Theresa Schöpp, Daniil M. Prigozhin, Christopher Douse, Keisuke Kaji, Atlanta G. Cook, Dónal O'Carroll

**Keywords:** transposon silencing, HUSH complex, piRNA pathway, DUF3715 domain and germline

## Abstract

RNA-directed transposon silencing operates in the mammalian soma and germline to safeguard genomic integrity. The piRNA pathway and the HUSH complex identify active transposons through recognition of their nascent transcripts, but mechanistic understanding of how these distinct pathways evolved is lacking. TASOR is an essential component of the HUSH complex. TASOR's DUF3715 domain adopts a pseudo-PARP structure and is required for transposon silencing in a manner independent of complex assembly. TEX15, an essential piRNA pathway factor, also contains the DUF3715 domain. Here, we show that TASOR's and TEX15's DUF3715 domain share extensive structural homology. We found that the DUF3715 domain arose in early eukaryotes and that in vertebrates it is restricted to TEX15, TASOR, and TASORB orthologs. While TASOR-like proteins are found throughout metazoa, TEX15 is vertebrate-specific. The branching of TEX15 and the TASOR-like DUF3715 domain likely occurred in early metazoan evolution. Remarkably, despite this vast evolutionary distance, the DUF3715 domain from divergent TEX15 sequences can functionally substitute the DUF3715 domain of TASOR and mediates transposon silencing. We have thus termed this domain of unknown function as the RNA-directed pseudo-PARP transposon silencing (RDTS) domain. In summary, we show an unexpected functional link between these critical transposon silencing pathways.

## INTRODUCTION

RNA-based surveillance mechanisms detect and silence young active transposons in both the mammalian soma and the germline. This is integral to the health of the organism and the survival of the species. Transposons have been very successful in colonizing genomes and their sequences or derivatives contribute to approximately half of the mammalian genomes (Lander et al. 2001; Mouse Genome Sequencing Consortium et al. 2002). The vast majority of transposons are dead, lacking the ability to transpose. Indeed, only LINE1 and the endogenous retrovirus (ERV) IAP elements have active copies in the mouse which can autonomously transpose (Naas et al. 1998; Goodier et al. 2001; Dewannieux et al. 2004), whereas the human genome has overcome ERVs and only active copies of LINE1 remain (Lander et al. 2001). While active transposon copies constitute for <1% of the total genome, they retain the potential to threaten genomic integrity. This is especially true in the germline where failure to silence transposons results in infertility (Bourc'his and Bestor 2004; Aravin et al. 2007; Carmell et al. 2007). Promoter DNA methylation is a potent mechanism of mammalian transposon repression (Walsh et al. 1998). However, there are periods in life where DNA methylation is reduced, absent or insufficient to mediate silencing (Greenberg and Bourc'his 2019). Active and evolutionary young transposons are silenced by the piRNA pathway in the germline (Molaro et al. 2014; Barau et al. 2016; Schöpp et al. 2020; Zoch et al. 2020) and the HUSH complex in the soma (Liu et al. 2018; Robbez-Masson et al. 2018).

The HUSH complex was identified in genetic screens for modifiers of transgene and transposon silencing (Tchasovnikarova et al. 2015; Liu et al. 2018; Robbez-Masson et al. 2018). TASOR, PPHLN1, and MPP8 were biochemically shown to comprise the core complex (Douse et al. 2020). Recent studies have shown that PPHLN1 is an RNA-binding protein (Prigozhin et al. 2020) that tethers the HUSH complex to the nascent transcript of target loci (Seczynska et al. 2022). TASOR acts as a scaffold and interacts with both PPHLN1 and MPP8, a chromatin-binding factor (Douse et al. 2020). The HUSH complex mediates chromatin-based transcriptional silencing through H3K9me3 and DNA compaction through SETDB1 and MORC2, respectively (Tchasovnikarova et al. 2015, 2017; Timms et al. 2016; Douse et al. 2018; Liu et al. 2018). The developing germline undergoes genome demethylation followed by de novo DNA methylation (Greenberg and Bourc'his 2019). It is the piRNA pathway that protects the integrity and continuity of the germline during this vulnerable period in development (Ozata et al. 2019). piRNAs are small RNAs, bound to PIWI proteins, guiding transposon silencing in the germline by multiple mechanisms (Ozata et al. 2019). In the cytoplasm, through base-complementarity piRNAs guide PIWI-mediated endonucleolytic cleavage of transposon transcripts. This event activates intricate piRNA biogenesis pathways that reinforce this cytoplasmic post-transcriptional silencing and also load the nuclear PIWI protein MIWI2 with a diverse repertoire of transposon-recognizing piRNAs (Ozata et al. 2019). Again, through base complementarity, piRNAs identify active transposon loci by binding their nascent transcripts; tethering of MIWI2 to the nascent RNA results in transcriptional silencing and DNA methylation (Ozata et al. 2019). The MIWI2-associated factors TEX15 and SPOCD1 are essential for these processes (Schöpp et al. 2020; Zoch et al. 2020). While not formally linked to the piRNA pathway, MORC1 is essential for the methylation of young, active transposons (Pastor et al. 2014).

While the HUSH and piRNA pathways appear distinct, they share some commonalities. Firstly, they both rely on transcription to identify the active transposons, with the nascent transcript serving as a platform where cotranscriptional silencing is initiated. Secondly, both systems utilize MORC proteins for transposon silencing (Pastor et al. 2014; Liu et al. 2018). Finally, TASOR and TEX15 share the DUF3715 protein domain (Schöpp et al. 2020). This domain is essential for TASOR function (Harten et al. 2014; Douse et al. 2020), it adopts a pseudo-PARP structure but has lost key residues that are required for enzymatic activity (Douse et al. 2020). The molecular function of the DUF3715 domain in TASOR is not understood but a role for complex assembly has been excluded (Douse et al. 2020). A function for TEX15's DUF3715 domain in transposon silencing remains unknown. Here, we explored the origin of the DUF3715 domain and a function for TEX15's DUF3715 domain in transposon silencing.

## RESULTS AND DISCUSSION

While TEX15 and TASOR both function in RNA-directed transposon silencing, their overall domain structure greatly differs (Fig. 1A). Both proteins share the DUF3715 domain (Fig. 1A). AlphaFold (Jumper et al. 2021; Tunyasuvunakool et al. 2021; Mirdita et al. 2022) models of TEX15's DUF3715 predict that it also adopts a pseudo-PARP structure, closely resembling TASOR's DUF3715 domain (Fig. 1B). While there are surface regions of high amino acid conservation (Fig. 1C), other features such as surface charge are more broadly shared between TASOR's and TEX15's DUF3715 domains (Fig. 1D). Residues required for PARP activity are poorly conserved in TEX15's DUF3715 domain as is the case for TASOR (Fig. 1E; Supplemental Fig. S1). In summary, the DUF3715 domain of TASOR and TEX15 share extensive structural homology.

**FIGURE 1.**
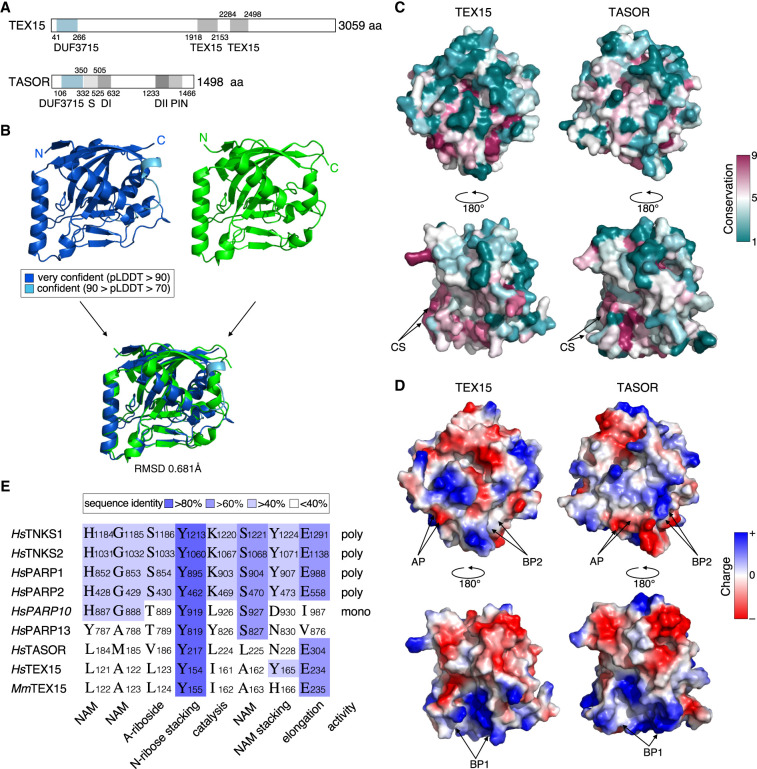
The DUF3715 domain of TASOR and TEX15 share extensive structural homology. (*A*) Schematic representation of TEX15 and TASOR domain structures. Characterized domains are in gray. (S) SPOC domain, (DI) DomI domain, (DII) DomII domain. (*B*) Structural prediction of TEX15 DUF3715 (colored by confidence [pLDDT] as indicated), experimental structure of TASOR DUF3715 (green) (PDB ID 6TL1 [Douse et al. 2020]) separately and aligned. (*C*) Surface views of TEX15 and TASOR as indicated from two different viewpoints via a 180° rotation. Color indicates the degree of conservation (magenta = conserved; teal = variable) across species. (CS) conserved patch. (*D*) Color indicates surface charge. ±64 ekT and ±66 ekT for TEX15 and TASOR, respectively. (AP) Acidic patch, (BP) basic patch. (*E*) Alignment of active PARP sites and NAD^+^ binding residues between PARP domain of selection of PARP family members and DUF3715 of TEX15 and TASOR. (NAM) Nicotinamide, (A-riboside) adenosyl-riboside, (N-riboside) nicotinamide-riboside. Sequence identity indicated in blue.

TEX15 domain architecture, comprising DUF3715 and one to two TEX15 domains, is found from fish to humans. The modern architecture of TASOR, including DUF3715, SPOC, DomI, DomII, and PIN domains (Fig. 1A), and TASORB is also found in vertebrates (Fig. 2A). The TASOR duplication that gave rise to TASOR and TASORB was likely an early vertebrate event (Fig. 2A,B). However, TASOR-like proteins defined by the presence of the amino-terminal DUF3715–SPOC–DomI domain combination are also present in invertebrates (Fig. 2A,B). Finally, the DUF3715 domain arose early in metazoan evolution and the branching of TEX15 and TASOR-like DUF3715 domains is also an ancient event (Fig. 2B).

**FIGURE 2.**
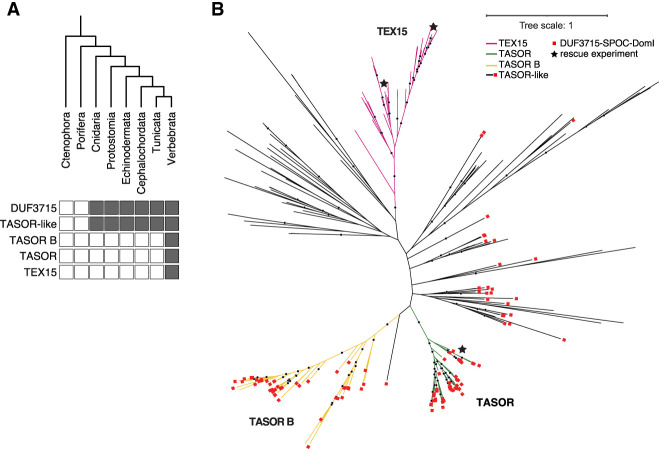
The DUF3715 domain arose in early eukaryotes and is restricted to orthologs of TEX15, TASOR, and TASORB in vertebrates. Phylogenetic analysis of DUF3715. (*A*) DUF3715-containing protein architectures are present across the metazoan tree of life, TASOR-like denotes architectures that contain DUF3715 followed by the SPOC–DomI domains as found in TASOR. (*B*) Unrooted maximum likelihood tree of DUF3715 sequences found across the tree of life. The vertebrate clades are shown in color, and invertebrate clades in black. The presence of the SPOC–DomI domains is indicated by red squares. Positions of human TASOR and human and zebrafish TEX15 DUF3715 domains used in the reconstitution experiment are indicated with black stars. Distance is average substitutions per site, bootstrap support over 80% is indicated as dots.

It remains unknown if TEX15's DUF3715 domain is required for transposon silencing. The expression and function of TEX15 is restricted to the male germline (Yang et al. 2008, 2020; Schöpp et al. 2020) and thus it is challenging to perform structure–function analysis without the use of animal models. We therefore explored if the function of TEX15's DUF3715 domain could be tested in the context of TASOR. To this end, we generated *Tasor*-deficient mouse embryonic stem cell (ESC) lines using a genome editing approach (Supplemental Fig. S2). We identified two ESC lines that had homozygous loss-of-function alleles that resulted in the loss of TASOR protein and the deregulation of LINE1 silencing (Supplemental Fig. S2). We next generated a series of expression vectors encoding HA-tagged human TASOR variants that could be used to complement *Tasor*-deficient ESCs (Fig. 3A). In addition to wild-type TASOR, we made two DUF3715 deletion mutants of TASOR. The TASOR-Δ3-332 vector encodes amino-terminally truncated TASOR with a 329 amino acid deletion that encompasses the amino terminus and the DUF3715 domain (Fig. 3A; Douse et al. 2020). The TASOR-ΔDUF3715 domain construct expresses a TASOR protein with a clean deletion of the DUF3715 domain at amino acid 107–332 (Fig. 3A). Finally, we generated two chimeric TASOR proteins where the DUF3715 domain is replaced with that of human TEX15 (TASOR_hsTEX15-DUF3715) or zebrafish TEX15 (TASOR_drTEX15DUF3715) (Fig. 3A). 

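RNA from mouse embryonic stem cells (ESCs) of the established E14Tg2a line was sequenced in 16 libraries, 2 for each of 8 groups. The groups were control ESCs, Tasor−/− ESCs, and Tasor−/− ESCs that had received, through the PiggyBac transposon, an empty vector, wild-type human TASOR (hsTASOR), TASOR-Δ3-332, TASOR-ΔDUF3715, or TASOR carrying the DUF3715 domain of human TEX15 (hsChimera) or of zebrafish TEX15 (drChimera). TASOR is the HUSH complex subunit that contains a DUF3715 domain. The deletions span amino acids 3 to 332 and 107 to 332 of TASOR. The genotype labels of the group that Fig. 3E names control are Tasor +/+ for replicate 1 and Tasor +/- for replicate 2. Ribosomal RNA was depleted, the authors mapped single-end reads to Repbase consensus sequences of rodent repeats with bowtie2 and counted the mapped reads on each of 363 sequences, and they deposited these counts divided by one DESeq2 size factor per library. Whole reads were recovered from 100.0% of the 5808 deposited values. Between 189588 and 640295 reads per library were counted, with a median of 310105. In the control group the totals were 189588 and 268928 reads, in Tasor−/− 308437 and 640295, with the empty vector 311773 and 443994, with hsTASOR 259255 and 278406, with Δ3-332 518440 and 400766, with ΔDUF3715 449752 and 555337, with hsChimera 260829 and 304298, and with drChimera 262039 and 527905. The control libraries were therefore the shallowest on average. A consensus sequence stands for many genomic copies, so no value belongs to one locus, and the default mapping places a read that fits several related consensus sequences on one of them. L1MdTf_I and L1MdTf_II received nearly equal reads in every library, with a ratio from 1.00 to 1.03, so the LINE1 sequences are not independent of each other. The expression of Tasor itself was not analysed here. The log2(value + 1) of 219 sequences that passed edgeR's filterByExpr was fitted with limma over all 16 libraries, and a sequence counted as changed at a Benjamini-Hochberg adjusted p under 0.01. A list of sequences was tested with limma's fry, adjusted over 15 comparisons. For a single value, 2 libraries against 2 allow no exact permutation p below 0.33.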

The above constructs were stably integrated into *Tasor*-deficient ESC lines and expression of the respective proteins was achieved (Fig. 3B). Furthermore, each of these TASOR variants localized to the nucleus (Fig. 3C). 

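The 10 LINE1 consensus sequences of Fig. 3E were taken as one list and compared with the empty vector, whose cells had passed through the same nucleofection and sorting. With hsTASOR the median log2 fold change of the list was -1.02, with single sequences from -1.50 to -0.70, and both hsTASOR libraries lay below both empty vector libraries for 10 of the 10 (adjusted p = 0.00135, fry). Of the 10, 6 passed an adjusted p of 0.01 over all 219 sequences, and 10 passed when adjusted over the list alone. The empty vector lay above control by a median of 0.61, with 1 of the 10 past the threshold and 8 separated. L1MdA_I and L1_MM rose there by only 0.28 and 0.31, and with hsTASOR they were at -0.74 and -0.69 against control. L1MdGf_I had 4043 ± 358 normalized reads (SD, n = 2) with hsTASOR and 11409 ± 815 (SD, n = 2) with the empty vector. With Δ3-332 the median was 0.07 (adjusted p = 0.89, fry) and with ΔDUF3715 it was 0.15 (adjusted p = 0.499, fry), and 0 of the 10 sequences passed the threshold in either comparison. Over all 219 sequences, 0 passed with Δ3-332 and 0 with ΔDUF3715, where 5 and 7 sequences had an unadjusted p under 0.05. The difference between wild-type and deleted TASOR was also tested directly, in comparisons added after the data were seen and adjusted among 4 such comparisons. The median was -1.25 for hsTASOR against Δ3-332 (adjusted p = 0.000171, fry) and -1.36 for hsTASOR against ΔDUF3715 (adjusted p = 0.00015, fry), with 10 of the 10 sequences separated in each. These medians were -0.905 and -0.826 with total counted reads. Of the alternatives to the hsTASOR value, taking all 43 tested LINE1 sequences in place of the 10 moved it most, to -0.10, and scaling to total counted reads moved it to -0.71. With that scaling the number of sequences changed with hsTASOR against the empty vector fell from 9 to 2, and the median with ΔDUF3715 was -0.081. The total includes the LINE1 reads themselves, and the median of all 219 sequences with hsTASOR rose from 0.03 to 0.33. The 3 changed sequences other than LINE1s were the satellites GSAT_MM and SATMIN and RLTR10D2, which had at most 5 reads in an hsTASOR library and lost its call in 7 of 11 alternatives.

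**Figure D1:**
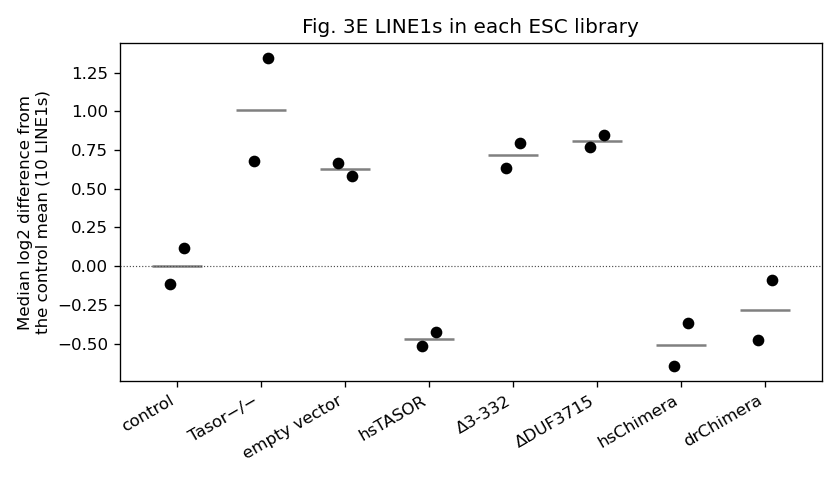
The vertical axis gives, for each library, the median over the 10 LINE1 sequences of Fig. 3E of the log2 difference from the mean of the control libraries. Each point is 1 library and each grey line the mean of the 2 libraries of a group. The hsTASOR and chimera libraries lie between -0.65 and -0.09, and the Tasor−/−, empty vector, Δ3-332 and ΔDUF3715 libraries between 0.59 and 1.34, with the authors' size factors, while scaling to total counted reads put the medians against control at 0.024 for hsTASOR, 0.085 for hsChimera and 0.035 for drChimera.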

Wild-type TASOR but not the DUF3715-deficient variants could restore LINE1 silencing (Fig. 3B,D,E). Strikingly, the expression of the chimeric TASOR_hsTEX15-DUF3715 and TASOR_drTEX15DUF3715 proteins could also mediate LINE1 silencing in *Tasor*-deficient ESCs (Fig. 3B,D,E).

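Against the empty vector, the median log2 fold change of the 10 LINE1s was -1.03 with hsChimera (from -1.47 to -0.70, adjusted p = 0.00135, fry) and -0.89 with drChimera (from -1.26 to -0.64, adjusted p = 0.00167, fry). Both libraries of each chimera lay below both empty vector libraries for 10 of the 10 sequences. With hsChimera 6 of the 10 passed an adjusted p of 0.01 over all sequences and 10 when adjusted over the list alone, and with drChimera 2 and 7. Scaled to total counted reads the medians were -0.61 and -0.77, and 0 sequences passed for either chimera against the empty vector. L1MdGf_I was 4452 ± 249 normalized reads (SD, n = 2) with hsChimera and 4763 ± 551 (SD, n = 2) with drChimera. The share of counted reads on LINE1 sequences was 37.8% ± 7.15 (SD, n = 2) with hsChimera, 33.5% ± 1.10 (SD, n = 2) with drChimera and 55.0% ± 3.45 (SD, n = 2) with the empty vector. With hsTASOR the share was 36.2% ± 12.1 (SD, n = 2), since the 2 libraries had 27.6% and 44.7%. It was 56.1% ± 3.89 (SD, n = 2) with Δ3-332 and 52.6% ± 0.182 (SD, n = 2) with ΔDUF3715. From western blots and LINE1 ORF1p staining as well as RNA-seq, the paper concludes that the chimeric proteins could also silence LINE1s in Tasor-deficient ESCs.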

**FIGURE 3.**
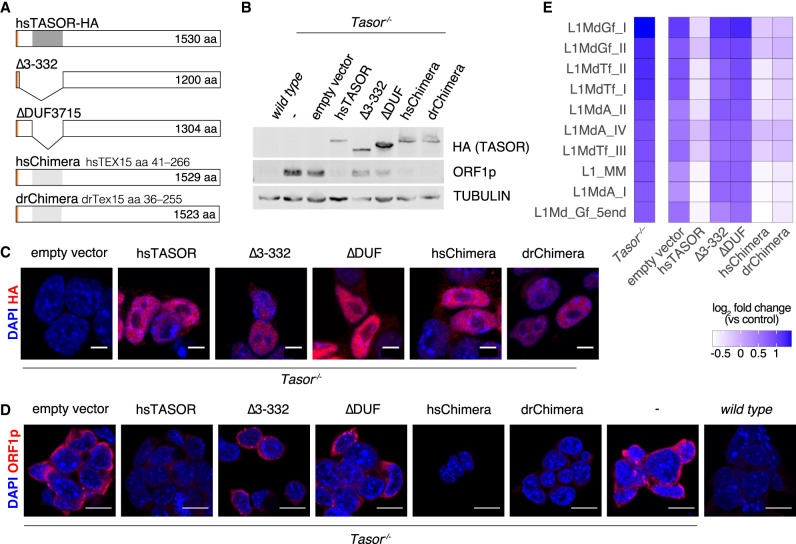
The TEX15 DUF3715 domain can functionally substitute TASOR's DUF3715 domain and mediate transposon silencing. (*A*) Schematic representation of human TASOR variants expressed in *Tasor*^−/−^ ESCs. All proteins contain an amino-terminal HA tag. (*B*) Representative image of western blot of mESC lysates from wild-type and *Tasor*^−/−^, with or without reconstitution as indicated (*n* = 2). (*C*,*D*) Representative immunofluorescence (IF) images of wild-type and *Tasor*^−/−^ with or without reconstitution as indicated (*n* = 2). DNA was stained with DAPI. (*C*) mESCs stained for HA (TASOR). Scale bars indicate 10 µm. (*D*) mESCs stained for LINE1 ORF1p. Scale bars indicate 5 µm. (*E*) Data were acquired by RNA-seq from mESCs. Comparison of transposon expression between control and *Tasor*^−/−^ with or without reconstitution as indicated (*n* = 2). Heat map shows the fold change of the 10 most up-regulated LINE1s in *Tasor*^−/−^ (*P* < 0.01, Benjamini–Hochberg adjusted two-sided Wald test).

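Over the 219 tested sequences, 10 were higher and 3 lower in Tasor−/− than in control ESCs at an adjusted p under 0.01 (limma). With the empty vector 5 were higher and 2 lower than in control, with Δ3-332 6 higher and 5 lower, and with ΔDUF3715 6 higher and 2 lower. These splits depended on the test, since DESeq2's Wald test gave 13 higher and 12 lower with the empty vector, 10 and 14 with Δ3-332 and 11 and 10 with ΔDUF3715. Against control, 0 sequences passed with hsTASOR, 0 with hsChimera and 0 with drChimera, where 39, 43 and 37 had an unadjusted p under 0.05. Tasor−/− against the empty vector gave 0 changed sequences, with 8 at an unadjusted p under 0.05. The count for Tasor−/− against control depended on the setting, from 1 in a fit on the 2 groups compared alone and 5 with libraries scaled to total counted reads to 27 with DESeq2's Wald test on the recovered reads and 32 at an adjusted p threshold of 0.05. With total counted reads hsChimera had 14 higher sequences against control. In the authors' deposited table 17 were higher and 10 lower at the same threshold. Besides LINE1s, the 5 sequences with the largest changes in Tasor−/− were the satellites GSAT_MM and SATMIN, the endogenous retrovirus MMERGLN_I, BC1_Mm and RLTR13D. GSAT_MM rose by a log2 fold change of 3.52 (standard error 0.50, adjusted p = 0.000714, limma), and SATMIN, with 3 and 9 reads in the control libraries, by 3.05 (standard error 0.41, adjusted p = 0.000714, limma). MMERGLN_I rose by 2.33 (standard error 0.33, adjusted p = 0.000714, limma), with 979 ± 450 normalized reads (SD, n = 2) in control and 4674 ± 742 (SD, n = 2) in Tasor−/−. BC1_Mm changed by -1.43 (standard error 0.30, adjusted p = 0.00782, limma) and RLTR13D by -1.09 (standard error 0.23, adjusted p = 0.00782, limma). With hsTASOR against the empty vector they changed by 0.34 (adjusted p = 0.658, limma) and 0.28 (adjusted p = 0.611, limma). Both stayed below control with hsTASOR, at -1.31 and -0.74, so a difference between cell lines unrelated to TASOR is not excluded. The 28 tested IAP sequences had a median log2 fold change of -0.13, from -0.72 to 0.95, of which 0 were called (adjusted p = 0.418, fry). Over 10 alternatives this median ran from -0.27 to -0.13, and in 1 of them the list passed 0.05.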

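In Tasor−/− against control, the median log2 fold change of the 10 LINE1s was 0.90 (adjusted p = 0.00167, fry), and both Tasor−/− libraries lay above both control libraries for 10 of the 10. Over all 43 tested LINE1 sequences the median was 0.36 (adjusted p = 0.0446, fry). The list of 10 was chosen from these same libraries, so its test is not independent evidence. L1MdGf_I rose most, from 5382 ± 19.2 normalized reads (SD, n = 2) to 14447 ± 2230 (SD, n = 2), a log2 fold change of 1.42 (standard error 0.19, adjusted p = 0.000714, limma). Of the 10, 7 passed an adjusted p of 0.01 over all sequences and 8 when adjusted over the list alone. L1MdA_II at 0.92 (standard error 0.29, adjusted p = 0.0494), L1_MM at 0.80 (standard error 0.31, adjusted p = 0.121) and L1MdA_I at 0.76 (standard error 0.33, adjusted p = 0.16) did not pass. The spread between the Tasor−/− libraries was large for these, as L1MdA_I had 27558 ± 12384 normalized reads (SD, n = 2). L1MdA_II, L1_MM and L1MdA_I were each higher in replicate 2 in 8 of 8 groups. With the replicate number as a block in the fit, L1MdA_II passed (adjusted p = 0.00695, limma). L1_MM (adjusted p = 0.0128, limma) and L1MdA_I (adjusted p = 0.0195, limma) still did not. With libraries scaled to total counted reads 1 of the 10 passed, and in a fit on the 2 groups compared alone 0 passed. Without Tasor−/− replicate 1 the median of the list was 1.34, and without Tasor−/− replicate 2 it was 0.68.

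**Figure D2:**
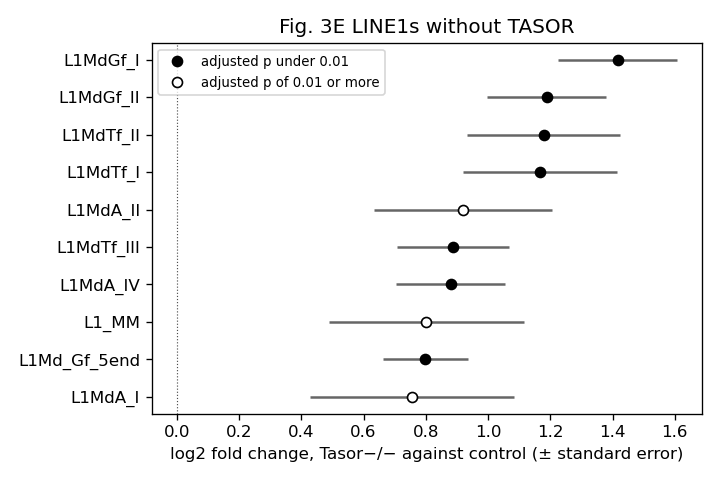
The horizontal axis gives the log2 fold change of each Fig. 3E LINE1 sequence in Tasor−/− against control, from limma on log2(value + 1) with 2 libraries per group, and bars give the standard error. Filled points have an adjusted p under 0.01, which 7 of the 10 have, and values run from 0.76 to 1.42.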

The comparison of the structure of the TASOR DUF3715 domain (Douse et al. 2020) with the AlphaFold model (Jumper et al. 2021; Tunyasuvunakool et al. 2021) of the TEX15 DUF3715 domain revealed extensive structural homology between the two distantly related domains that also extends to surface charge conservation (Fig. 1D). Despite this structural homology, it cannot be assumed that the TEX15's DUF3715 domain has a direct role in transposon silencing. 

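The TASOR protein with the human TEX15 domain was set beside wild-type TASOR in the same fit. The 10 LINE1s of Fig. 3E differed by a median log2 fold change of -0.04 between hsChimera and hsTASOR (adjusted p = 0.902, fry). Relative to the control mean, the library medians of the list were -0.645 and -0.368 with hsChimera and -0.514 and -0.426 with hsTASOR. These ranges overlapped. Over all 219 sequences 0 passed the threshold, with 7 at an unadjusted p under 0.05. Scaled to total counted reads the median was 0.075. Against ΔDUF3715, a comparison added after the data were seen, the median with hsChimera was -1.43 (adjusted p = 0.00015, fry), and -0.78 with total counted reads. Across the 219 sequences, the log2 fold changes of Tasor−/− against control and of hsChimera against the empty vector, which share no library, had a Pearson r of -0.56 and a Spearman rho of -0.32. In 100 simulated sets of unchanged groups 95% of the Pearson values lay between -0.13 and 0.18. The simulation drew each sequence independently, while related sequences share reads, so this range may be too narrow. For hsTASOR the Pearson r was -0.61 and the Spearman rho -0.46, for Δ3-332 0.10 and 0.05, and for ΔDUF3715 0.07 and 0.04. These correlations are across sequences, which are not independent replicates. Without the LINE1 sequences the Pearson r was -0.45 for hsChimera and -0.53 for hsTASOR over 176 sequences, and the Spearman rho was -0.15 and -0.33.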

Here, we irrefutably show that the human TEX15 DUF3715 domain can mediate transposon silencing in the context of TASOR. Furthermore, this ability is a conserved feature of vertebrate TEX15 DUF3715 domains given the zebrafish domain is also functionally proficient within TASOR in ESCs. These feats are remarkable given that the bifurcation of TEX15 and TASOR-like DUF3715 domains is an ancient event occurring in a common vertebrate precursor (Fig. 2A). 

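With the zebrafish domain, the 10 LINE1s differed from hsTASOR by a median log2 fold change of 0.12 (adjusted p = 0.536, fry). Relative to the control mean, the library medians of the list were -0.478 and -0.087 with drChimera and -0.514 and -0.426 with hsTASOR. These ranges overlapped. In this comparison 0 of 219 sequences passed the threshold, with 10 at an unadjusted p under 0.05. The list of 28 IAP sequences was higher with drChimera than with hsTASOR, at a median of 0.23 (adjusted p = 0.0419, fry), which no longer passed 0.05 in 6 of the 9 alternatives with a test and was 0.049 with total counted reads. In the other 14 comparisons the lowest adjusted p of this list was 0.264. Against ΔDUF3715 the median with drChimera was -1.23 (adjusted p = 0.000171, fry, in a comparison added after the data were seen), and -0.875 with total counted reads. Across sequences, the Pearson r between the changes in Tasor−/− and those with drChimera against the empty vector was -0.53. The Spearman rho was -0.37. In unchanged groups simulated with sequences drawn independently, 95% of the Pearson values lay between -0.18 and 0.19, a range that may be too narrow. Without the LINE1 sequences the Pearson r was -0.41 and the Spearman rho -0.17. Scaled to total counted reads the median against hsTASOR was -0.067. Against control the median with drChimera was -0.31 (adjusted p = 0.161, fry), and 0.035 with total counted reads. It was -0.09 without drChimera replicate 1 and -0.48 without drChimera replicate 2.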

The molecular function of both TASOR and TEX15 DUF3715 domains remains unknown (Douse et al. 2020; Schöpp et al. 2020; Yang et al. 2020) but we have demonstrated an essential role for them in transposon silencing. Having revealed a conserved role for this “domain of unknown function” in RNA-directed transposon silencing, we have termed it the RNA-directed pseudo-PARP transposon silencing (RDTS) domain. Mutations in human TEX15 are associated with male infertility (Okutman et al. 2015; Colombo et al. 2017). Should disease-associated variants be found within TEX15's RDTS domain, the genetic reconstitution assay presented in this paper could be used to test the functionality of these mutants and has the potential to define them as disease-causing or bone fide pathological variants. TEX15 is essential for piRNA-directed transposon silencing and methylation in the male mouse germline (Schöpp et al. 2020; Yang et al. 2020). *Tasor*-deficient mice die early during development due to gastrulation failure (Harten et al. 2014). In mammals, the germline is an acquired lineage and it is formed from epiblast-derived cells early during embryonic development (Ohinata et al. 2005; Vincent et al. 2005). Thus, the RDTS domains of both, TASOR and TEX15, are critical in safeguarding the genomic integrity of the immortal lineage and the continuity of life.

## MATERIALS AND METHODS

### Cell lines and maintenance

E14Tg2a mESCs were used in this study. Cells were maintained in LIF/FCS mESC media (GMEM (G5154, Sigma-Aldrich), 10% FCS (10270106, Life Technologies), 0.1 mM 2-mercaptoethanol (31350010, Gibco), 2 mM l-glutamine (25030-024, Gibco), 1 mM sodium pyruvate (11360070, Gibco), 1× nonessential amino acids (11140035, Gibco), 1× penicillin–streptavidin (both final concentration of 100 U mL^−1^, 15140122, Gibco), 55,000 units Leukemia inhibitory factor (LIF) (CRM TC facility) on plates coated with 0.1% gelatin (G1890, Sigma-Aldrich).

### Generation of *Tasor*-deficient ESC lines

The *Tasor*-null allele was generated using CRISPR–Cas9 gene-editing technology with a single sgRNA as described (Ran et al. 2013). Therefore, sgR1 5′-GGTATCCTCGGTCTCCTAA-3′ was cloned into CAS9 encoding pX549_Cas9_2A_Pu. 2 × 10^6^ cells were nucleofected with Mouse ES Cell Nucleofector Kit (VAPH1001, Lonza) following the manufacturer's recommendation with small changes. In brief, 90 µL nucleofector solution and 20 µL Supplement 1 were mixed with 2 µg cDNA. Cells were resuspended in the mix, transferred into a cuvette and nucleofected using a nucleofector device 2b set to A-023. Cells were then transferred into 10 mL warm media and plated on gelatin-coated plates. After 24 h, the media was changed to selection media (mESC media supplemented with 1 µg mL^−1^ puromycin [P8833, Sigma-Aldrich]) for 48 h. Media was then changed back to mESC media and cultures were maintained for 7 d or until colonies were visible. Single colonies were picked and transferred into a 96-well plate and expanded in 48-well plates until sufficient material was available for genotyping.

### DNA isolation and genotyping

For genotype analysis, cells were pelleted and resuspended in lysis buffer (0.45% NP-40 (NP40S, Sigma-Aldrich), 0.45% Tween-20 (P9416, Sigma-Aldrich), 0.2 mg mL^−1^ Proteinase K, 1× DreamTaq PCR buffer in water). Volume was adapted to cell amount, for one-quarter of a 96-well plate, 30–50 µL were used. For PCR, 1 µL of DNA containing lysate, 1× DreamTaq Green buffer, 0.2 mM dNTPs, 1 µM primer mix (Ex12F2 5′-CAGCATACTGCCTTGCAAATAA-3′, Ex12R2 5′-TGATTCCACAAAAATAATCCCAG-3′) and Taq polymerase were mixed and brought to 15 µL with H_2_O. Clones were screened for *Tasor*-null alleles using Sanger sequencing. Results were analyzed with TIDE (Brinkman et al. 2014).

### Genetic reconstitution of *Tasor*-deficient ESCs

*Tasor*-deficient mESC lines were reconstituted by nucleofection (as described above) using the *PiggyBac* (PB) system (Wang et al. 2008; Yusa et al. 2011) with 1 µg of pBase (transposase) and 1 µg of either PB-CAG-iGFP-MCS, PB-CAG-iGFP-hsTasor, PB-CAG-iGFP-hsTasor-Δ3-332, PB-CAG-iGFP-hsTasor-ΔDUF, PB-CAG-iGFP-hsTasor-hsTex15-DUF-Chimera, or PB-CAG-iGFP-hsTasor-drTex15-DUF-Chimera. Cells were then transferred into medium and plated on gelatin-coated plates. Three to four days post nucleofection GFP^+^ cells were sorted with a FACS Aria II or Fusion (BD) as described below.

### FACS sorting of ESCs

For sorting GFP^+^ ESCs, cells were dissociated from plates using Accutase (A1110501, Gibco) for 3–5 min at 37°C. Accutase was then diluted with mES media and cells pelleted for 5 min at 300 rcf and resuspended in PBS with 2% FCS. An amount of 1 µg mL^−1^ DAPI was added to the cell suspension and GFP^+^ cells were sorted on a BD Fusion or Aria II into mES media at room temperature (Supplemental Fig. S3). After the sort cells were pelleted for 5 min at 300 rcf, resuspended in fresh media and plated on 0.1% gelatin-coated plates. GFP^+^ cells were at least sorted twice. The first sort was typically performed 3–4 d post nucleofection and the second one ∼2 wk post nucleofection. The gating strategy for the GFP^+^ population used is shown in Supplemental Figure S3.

### Antibodies

The following antibodies were used in the study: anti-HA (C29F4, Cell Signaling Technologies, Lot#9 and Lot#10, IF: 1:1000 [HA-TASOR]; WB: 1:1000 [HA-TASOR]); anti-LINE1-ORF1p (Di Giacomo et al. 2013) (IF: 1:500); WB: 1:500, anti-rabbit (Alexa Fluor 488, 568, 647, Cat#A-21206, A10042, A-31573, IF 1:1000); anti-FAM208A/TASOR (HPA006735, Atlas Antibodies, WB 1:500) and anti-αTubulin (T9026, Merck, WB 1:500).

The anti-HA antibody was validated for IF against mouse samples containing no HA epitope-tagged proteins (Schöpp et al. 2020) as done previously for western blotting (WB) (Zoch et al. 2020). The anti-LINE1-ORF1p (described previously, Di Giacomo et al. 2013) antibody has been previously validated for IF on mouse sections with and without the according protein present and was used in several studies since. The anti-TASOR antibody was tested for WB in previous studies (Tchasovnikarova et al. 2017; Douse et al. 2020) as well as this study and validated on lysates with and without TASOR.

### Western blotting

Cultured cells were lysed post trypsinization in mild lysis buffer (100 mM KCl, 2.5 mM MgCl_2_, 50 mM Tris-HCl pH 8, 0.1% Triton X-100) on ice for 20 min. mESCs were additionally sonicated with 4× 10 sec on, 30 sec off using a Bioruptor Pico (Diagenode). Cell lysates were cleared by centrifuging for 5 min at 21,000 rcf. The proteins contained in the supernatant were separated on 4%–12% Bis-Tris polyacrylamide gels (NuPAGE Mini, Invitrogen) according to the manufacturer's instructions. Proteins were transferred onto a 0.45 µm nitrocellulose membrane (Amer sham Protran; 10600007, GE Healthcare), blocked in 3.5% skimmed milk in TBS-T (1× TBS, 0.1% Tween 20 [P1379, Sigma-Aldrich]) and stained with primary antibody diluted in blocking solution and incubated at 4°C overnight or 1 h at room temperature (anti-HA C29F4 was used 1:1000, anti-LINE1ORF1p 1:500, anti-TASOR HPA006735 1:500, and anti-αTubulin 1:500), washed three times in TBS-T and incubated with LI-COR fluorescent-conjugated secondary antibodies (anti-rabbit IRDye 800CW [926-32213, LI-COR Biosciences], anti-mouse IRDye 800CW [926-32212, LI-COR Biosciences], anti-rabbit IRDye 680RD [926-68073, LICOR Biosciences]) diluted 1:10,000 in TBS-T. Images were acquired and analyzed using a LI-COR Odyssey Imager and Image Studio Lite (version 5.2.5).

### Immunofluorescence

mESCs were passaged and a small number of cells plated on gelatin-coated Ibidi imaging chambers (IB-80841, Thistle Scientific) and grown until the desired density was reached. All media was aspirated and cells washed twice with cold PBS, followed by 4% PFA (15512, Sigma-Aldrich) fixation for 10 min. Cells were again washed with PBS, permeabilized using 0.3% Triton in PBS, and blocked for 1 h at room temperature in blocking solution (10% natural donkey serum [D9663, Merck], 1% bovine serum albumin [BSA] [B6917, Sigma-Aldrich], 0.1% glycine [Sigma-Aldrich] in PBS). Primary antibodies were diluted in blocking buffer and incubated at 4°C overnight (anti-HA [C29F4, Cell Signaling Technologies] 1:500, anti-LINE1-ORF1p [Di Giacomo et al. 2013] 1:500). Cells were then washed 3× with PBS before incubation with Alexa Fluor secondary antibodies (donkey anti-rabbit or donkey anti-mouse 488, 568, or 647) for 1 h at room temperature, again washed 2× with PBS and mounted using Prolong Gold (P36930, Invitrogen) and let to dry overnight. DAPI was added 1:1000 (5 µg mL^−1^) to the secondary antibody mix as counterstain, all antibodies were diluted in blocking solution.

Images were acquired on a Zeiss LSM880 with Airyscan module. When acquired, the Airyscan module was used and images were deconvoluted using “Airyscan processing” in the Zeiss Zen software set to “3D” and strength 6. Images were then processed and analyzed with ImageJ (v2.0.0-rc-65/1.51u).

### RNA sequencing (RNA-seq) and analysis

For RNA-seq from mESCs, total RNA was extracted from one well of a six-well plate of 60%–80% confluent cells with QIAzol reagent following the manufacturer's recommendation. Libraries were prepared with NEBNext Ultra II Directional RNA Library Kit for Illumina with prior use of NEBNext rRNA Depletion Kit v2 (E7405, NEB) following the manufacturer's protocol. Libraries were amplified using eight PCR cycles and sequenced on a NextSeq 500 (Illumina) in 75 bp single-end read mode.

For downstream analyses, adaptor sequences were removed from the reads with cutadapt (Kechin et al. 2017) (1.18) using default settings. For the analysis of differentially expressed retrotransposons, consensus sequences of rodent retrotransposons were retrieved from Repbase (24.01) and used to map the processed reads using bowtie2 (Langmead and Salzberg 2012) (2.4.2) with default settings. The number of mapped reads per retrotransposon were counted and analyzed using DESeq2 (1.32.0) (Love et al. 2014).

### Phylogenetic analysis

Because the DUF3715 hidden Markov model (HMM) contained in the Pfam database (Mistry et al. 2021) does not cover the whole experimental structure of TASOR DUF3715, a longer HMM for the DUF3715 domain was constructed as follows. Protein sequences were gathered by BLAST searching the NR protein sequence database (Sayers et al. 2022) with a query corresponding to the solved crystal structure of TASOR DUF3715 (residues 111–328). Results were truncated at 95% coverage, 25% sequence identity, realigned with MAFFT (Katoh and Standley 2013), and HMM was constructed using the hmmbuild command from the HMMER suite version 3.3.2 (Eddy 2011). HMM for SPOC–DomI was built by phmmer searching the UniProt database (UniProt Consortium 2021) with a query corresponding to the AlphaFold-predicted TASOR SPOC–DomI (residues 354–633). Hits covering <70% of the query sequence were excluded, and HMM was constructed using the hmmbuild command from the HMMER suite.

To identify sequences containing the DUF3715 domain throughout the tree of life, we used hmmsearch against the UniRef50 sequence database (Suzek et al. 2015). We then matched obtained sequences to all HMM models in the Pfam database (Mistry et al. 2021) to remove hits that better matched other domain definitions. This was done to prevent potential low scoring hits corresponding to actual PARP domains from being included in further analysis. The 239 resulting sequences were realigned to the extended DUF3715 model using hmmalign. Maximum likelihood phylogeny was constructed using RAxML version 8.2.12 (Stamatakis 2014) with 100 bootstrap replicates (raxmlHPC-PTHREADS-AVX -T 8 -f a -x 12345 -p 12345 -# 100 -m PROTCATJTT). We used Taxoniq (taxoniq.github.io) to determine the class and phylum distribution of identified DUF3715-containing sequences from their species names. The tree was visualized, and figures prepared in iToL (Letunic and Bork 2021).

### Alignments

Protein multiple sequence alignments were generated using Clustal Omega (Madeira et al. 2019) and presented using Jalview (Waterhouse et al. 2009) with color indicating “percentage identity.” The following sequences were used in the alignments: NP_001337091.1 (TEX15 Homo sapiens), XP_006509040.1 (TEX15 Mus musculus), NP_001352564.1 (TASOR Homo sapiens), NP_001609.2 (PARP1 Homo sapiens), NP_001036083.1 (PARP2 Homo sapiens), NP_116178.2 (PARP10 Homo sapiens), NP_001350420.1 (PARP13 Homo sapiens), NP_003738.2 (TNKS1 Homo sapiens), NP_079511.1 (TNKS2 Homo sapiens).

### Protein structure modeling and analysis

The model of N-terminal human TEX15 (NP_001337091.1) was generated by AlpaFold2 (Jumper et al. 2021; Tunyasuvunakool et al. 2021; Mirdita et al. 2022) using MMSeqs2 (https://colab.research.google.com/github/sokrypton/ColabFold/blob/v1.3.0/AlphaFold2.ipynb). PyMOL (2.3.3) was used to visualize the generated models and to calculate the electrostatic surface charge. Alignment between TEX15 DUF3715 and TASOR DUF3715 was performed using PyMOL “align” allowing refinement (displayed RMSD value corresponds to 141–141 atoms). Surface conservation analysis was performed using ConSurf (Ashkenazy et al. 2016). Multiple sequence alignment generated with automatic homologs selection by ConSurf using default settings (HMMER, 1 iteration, 0.0001 *E*-value cutoff and database UNIREF-90).

### Statistical information

Statistical testing was performed with R (4.1.0) using the RStudio software. Unpaired, two-sided Student's *t*-tests were used to compare differences between groups and Wald tests and Benjamini–Hochberg correction were used for RNA-seq data analysis. Averaged data are presented as mean ± SEM (standard error of the mean) unless otherwise indicated. No statistical methods were used to predetermine sample size. The experiments were not randomized, and the investigators were not blinded to allocation during experiments and outcome assessment.

## DATA DEPOSITION

The RNA-seq data generated in this study have been deposited at Gene Expression Omnibus under accession number GSE234730.

## SUPPLEMENTAL MATERIAL

Supplemental material is available for this article.

## Figures and Tables

**Theresa Schöpp:**

How the deposited data were processed for this re-analysis (not part of the article)

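RNA-seq of E14Tg2a mouse ESCs covered 16 libraries in 8 groups of 2. The authors removed adaptors with cutadapt, mapped the reads with bowtie2 at default settings to Repbase consensus sequences of rodent repeats, counted mapped reads per sequence and normalized them with DESeq2, and no genome build is involved. The deposited values are a normalized signal, the read count divided by one DESeq2 size factor per library, for 363 sequences, of which 7 had no read. The authors also deposited log2 fold changes with standard errors from DESeq2, and adjusted p-values were deposited by the authors beside them. These were used for comparison and not for the tests. Every library had a column, and 0 columns of per-sample values were left unused. The values of each library were whole multiples of its smallest value, which gave whole reads for 100.0% of 5808 values. Because the deposited values are not raw counts, the design's test for other units was the main test, limma on log2(value + 1), in place of the edgeR test written for counts, and fold changes are on that scale, which understates changes of low sequences. edgeR's quasi-likelihood test and DESeq2's Wald test ran on the recovered reads as alternatives, and called 15 and 27 sequences in Tasor−/− against control where limma called 13. The 2 libraries of every group differed by more than sampling noise in a chi-square comparison, so none was counted as a duplicate.

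Sequences were kept by filterByExpr at its default settings on the recovered reads, which left 219, holding 99.9% of reads. One fit held all groups (lmFit and eBayes with a variance trend), with 8 residual degrees of freedom. The threshold was an adjusted p of 0.01, as in Fig. 3E, and 0.05 for list tests. The 10 LINE1s of Fig. 3E, the 43 tested of 51 LINE1 sequences (names starting with L1 or Lx) and the tested IAP sequences were taken as lists with fry, adjusted over 15 comparisons. A further 4 comparisons were added after the data were seen. The LINE1 share was taken over all counted reads and not tested. The sequences named are the LINE1s of Fig. 3E, any LINE1 outside it among the 10 largest rises past the threshold, of which there was none, up to 5 others in Tasor−/− against control and up to 3 in hsTASOR against the empty vector whose libraries did not overlap, and the IAP sequences as a list. The tests were checked on simulated data with 40 of 219 sequences changed, in 20 runs. limma recovered 86.6% of the changes of 2 on the log2 scale and 45.5% of those of 1, and 0.9% of its calls were false. Alternatives covered the test, scaling, low-count filter, pseudocount, libraries in the fit, replicate block, threshold and each library left out. R 4.3.3, limma 3.58.1, edgeR 4.0.16, DESeq2 1.42.0 and Python 3.11 were used. Supplemental Fig. S2 and protein data were not analysed here.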

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

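The tests below were chosen after the results were seen. The paper discusses LINE1s in these libraries, and 3 other sequences were higher in Tasor−/− than in control at an adjusted p under 0.01 (limma). The satellites GSAT_MM, with a log2 fold change of 3.52, and SATMIN, with 3.05, rose most. The tables argue against library scaling, since GSAT_MM rose by 3.39 with total counted reads. Genomic DNA in the libraries would raise other high-copy repeats, and the 9 B1, B2 and MMSAT4 sequences had a median of -0.58. This cannot exclude genomic DNA, since a repeat with many RNA reads would hide a small DNA share. Reads of LINE1s counted on the satellites would not exceed the LINE1 rise, and GSAT_MM exceeded that of L1MdGf_I by 2.10 (standard error 0.53). A difference between cell lines unrelated to TASOR would remain with hsTASOR, and GSAT_MM changed by -2.58 against the empty vector (adjusted p = 0.00606, limma). A hypothesis is that TASOR may restrain these satellites, found and tested on the same data. SATMIN rests on 3 and 9 reads in the control libraries.

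MMERGLN_I rose by 2.33 in Tasor−/− and stayed 1.53 above control with hsTASOR (standard error 0.33, adjusted p = 0.0257, limma). Library scaling is argued against, as the excess was 2.06 with total counted reads. Against the empty vector hsTASOR changed it by -0.47 (adjusted p = 0.598, limma), so a difference between cell lines unrelated to TASOR and an incomplete restoration cannot be told apart with 2 libraries per group.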

How the results depend on the processing

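Most alternatives were set before the data were examined. The edgeR test with TMM, TMM-scaled values, a pseudocount of 0.1 and the fit without a variance trend were chosen after seeing the data, as were the 4 comparisons with the deletion constructs. The median of the 10 LINE1s stayed below 0 for hsTASOR, hsChimera and drChimera against the empty vector under each of the 14 alternatives, from -1.07 to -0.10 for hsTASOR, from -1.09 to -0.06 for hsChimera and from -0.96 to -0.19 for drChimera. The values nearest 0 were those over all LINE1 sequences. It stayed above 0 for Tasor−/−, the empty vector, Δ3-332 and ΔDUF3715 against control under each of them. The 15 alternative values of the Pearson correlations across sequences kept their sign and their side of the simulated range. The Spearman rho for ΔDUF3715 changed sign, from 0.04 to -0.03 without LINE1s and to -0.01 with at least 10 reads in every library.

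Counts of changed sequences moved more. With DESeq2's Wald test, the number of changed sequences was 27 in Tasor−/− against control, 25 in empty vector against control, 2 in hsTASOR against control, 24 in Δ3-332 against control, 21 in ΔDUF3715 against control, 6 in hsChimera against control, 2 in drChimera against control, 11 in hsChimera against empty vector, 6 in drChimera against empty vector, 18 in hsTASOR against Δ3-332, 19 in hsTASOR against ΔDUF3715 and 16 in drChimera against ΔDUF3715. Scaled to total counted reads, the number of changed sequences was 5 in Tasor−/− against control, 13 in empty vector against control, 2 in hsTASOR against control, 5 in ΔDUF3715 against control, 14 in hsChimera against control, 4 in drChimera against control, 2 in hsTASOR against empty vector, 0 in hsChimera against empty vector, 0 in drChimera against empty vector, 2 in hsTASOR against Δ3-332, 2 in hsTASOR against ΔDUF3715, 2 in hsChimera against ΔDUF3715 and 1 in drChimera against ΔDUF3715. Fitted on the 2 groups compared alone, the number of changed sequences was 1 in Tasor−/− against control, 0 in empty vector against control, 2 in Δ3-332 against control, 1 in ΔDUF3715 against control, 1 in hsChimera against control, 0 in hsTASOR against empty vector, 0 in hsChimera against empty vector, 0 in drChimera against empty vector, 0 in hsTASOR against ΔDUF3715, 2 in hsChimera against ΔDUF3715 and 0 in drChimera against ΔDUF3715. At an adjusted p threshold of 0.05, the number of changed sequences was 32 in Tasor−/− against control, 31 in empty vector against control, 7 in hsTASOR against control, 23 in Δ3-332 against control, 24 in ΔDUF3715 against control, 6 in hsChimera against control, 6 in drChimera against control, 11 in hsChimera against empty vector, 10 in drChimera against empty vector, 18 in hsTASOR against Δ3-332, 19 in hsTASOR against ΔDUF3715 and 15 in drChimera against ΔDUF3715. Without the variance trend, the number of changed sequences was 1 in hsTASOR against control, 5 in ΔDUF3715 against control, 5 in drChimera against empty vector and 7 in hsChimera against ΔDUF3715. With edgeR's quasi-likelihood test and TMM, the number of changed sequences was 5 in ΔDUF3715 against control, 4 in hsTASOR against Δ3-332 and 3 in drChimera against ΔDUF3715. With TMM-scaled values in limma, the number of changed sequences was 4 in hsChimera against control and 2 in drChimera against ΔDUF3715. Among the 356 sequences with at least 1 read, the number of changed sequences was 5 in hsTASOR against Δ3-332 and 2 in drChimera against ΔDUF3715. With edgeR on the DESeq2 size factors, the number of changed sequences was 2 in drChimera against ΔDUF3715. The cause was not tested, except that a fit on 4 libraries has fewer degrees of freedom. The split, given as the number higher and the number lower, also moved. With DESeq2's Wald test it was 17 and 10 in Tasor−/− against control, 13 and 12 in empty vector against control, 10 and 14 in Δ3-332 against control, 11 and 10 in ΔDUF3715 against control and 2 and 16 in hsTASOR against Δ3-332. With edgeR's quasi-likelihood test and TMM it was 10 and 5 in Tasor−/− against control, 3 and 6 in Δ3-332 against control and 2 and 3 in ΔDUF3715 against control. Scaled to total counted reads it was 12 and 1 in empty vector against control, 5 and 0 in ΔDUF3715 against control and 1 and 1 in hsChimera against ΔDUF3715. With TMM-scaled values in limma it was 9 and 5 in Tasor−/− against control. At an adjusted p threshold of 0.05 it was 20 and 12 in Tasor−/− against control, 14 and 17 in empty vector against control, 10 and 13 in Δ3-332 against control, 14 and 10 in ΔDUF3715 against control and 2 and 16 in hsTASOR against Δ3-332.

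For the list of 10 LINE1s, fitted on the 2 groups compared alone, the median no longer passed the set test at 0.90 in Tasor−/− against control, 0.61 in empty vector against control, 0.68 in Δ3-332 against control, 0.78 in ΔDUF3715 against control and -0.89 in drChimera against empty vector. With camera and an estimated correlation, the median no longer passed the set test at 0.90 in Tasor−/− against control, 0.61 in empty vector against control, 0.68 in Δ3-332 against control and 0.78 in ΔDUF3715 against control. Scaled to total counted reads, the median changed sign at 0.024 in hsTASOR against control, 0.085 in hsChimera against control, 0.035 in drChimera against control, -0.015 in Tasor−/− against empty vector, -0.081 in ΔDUF3715 against empty vector, 0.075 in hsChimera against hsTASOR and -0.067 in drChimera against hsTASOR. With TMM-scaled values in limma, the median passed the set test at -0.55 in hsTASOR against control and -0.60 in hsChimera against control. With edgeR's quasi-likelihood test and TMM, the median passed the set test at -0.54 in hsTASOR against control and -0.60 in hsChimera against control. With camera and a preset correlation of 0.01, the median passed the set test at -0.51 in hsTASOR against control, -0.56 in hsChimera against control, -0.31 in drChimera against control, 0.34 in Tasor−/− against empty vector and 0.15 in ΔDUF3715 against empty vector. Taken over all LINE1 sequences, the median changed sign at 0.042 in hsTASOR against control, 0.036 in hsChimera against control and 0.002 in hsChimera against hsTASOR. Among the sequences with at least 10 reads in every library, the median passed the set test at -0.56 in hsChimera against control. The cause was not tested. Scaling to total counted reads also moved the median of all 219 sequences, to 0.47 for hsTASOR and 0.59 for hsChimera against control. The set test for hsTASOR, hsChimera and drChimera against the empty vector passed under fry and under both forms of camera. Leaving out 1 library at a time left an arm of 1, so values alone were compared, and the median of the list ran from 0.68 to 1.34 in Tasor−/− against control, from 0.56 to 0.86 in Δ3-332 against control, from -0.72 to -0.37 in hsChimera against control, from -0.48 to -0.087 in drChimera against control, from 0.046 to 0.61 in Tasor−/− against empty vector, from 0.026 to 0.096 in Δ3-332 against empty vector, from -1.32 to -0.93 in hsChimera against empty vector, from -1.04 to -0.82 in drChimera against empty vector, from -0.11 to 0.087 in hsChimera against hsTASOR, from -0.001 to 0.22 in drChimera against hsTASOR and from -1.35 to -1.05 in drChimera against ΔDUF3715 across the 4 fits of each comparison. In Tasor−/− against empty vector it was 0.046 without Tasor−/− replicate 2 and 0.61 without Tasor−/− replicate 1. For hsChimera against hsTASOR its sign depended on the library left out. Counted on names that start with L1Md alone, the LINE1 share was 28.1% in control, 49.5% in empty vector, 49.5% in Δ3-332, 46.8% in ΔDUF3715 and 29.6% in drChimera.

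With the replicate block, the number of changed sequences was 20 in Tasor−/− against control, 11 in empty vector against control, 2 in hsChimera against control, 16 in hsTASOR against empty vector, 14 in hsChimera against empty vector, 5 in drChimera against empty vector, 15 in hsTASOR against Δ3-332 and 14 in drChimera against ΔDUF3715, and the median of the LINE1 list passed the set test at -0.51 in hsTASOR against control and -0.56 in hsChimera against control. The replicate numbers did not meet the criterion set for pairing, since deviations from the group means of same-numbered libraries had correlations from -0.33 to 0.42 over 28 pairs of groups, of which 12 were above 0.1. Some sequences nonetheless followed the number. The LINE1 share was higher in replicate 2 than in replicate 1 in 8 of 8 groups (two-sided exact sign test, p = 0.00781), as were L1MdA_I, L1MdA_II, L1MdA_IV and L1_MM, and 12 of 219 sequences moved one way in every group where chance gives 1.71. A shared batch was not tested. For the single sequences named in the text and the IAP list, 209 alternative values with a test kept their side of the threshold, 39 no longer passed it and 7 newly passed it. The 88 values with 1 library left out have no test. They kept their sign, and relative to their size ran furthest in Tasor−/− against control for L1MdA_I, from 0.281 to 1.231, L1_MM, from 0.321 to 1.283, and L1MdA_II, from 0.436 to 1.401, each lowest without Tasor−/− replicate 2. Depth limits SATMIN and RLTR10D2 most, as RLTR10D2 had at most 5 reads in an hsTASOR library.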

Differences from the paper's values

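The legend of Fig. 3E gives its LINE1s as passing an adjusted p of 0.01 in Tasor−/−, and here 7 of the 10 did. DESeq2's Wald test and the fit with a replicate block gave 8, both with L1MdA_II added, which also passed in limma at an adjusted p threshold of 0.05. None of the settings that were run gave the paper's 10 at an adjusted p of 0.01. In the authors' deposited table L1_MM has an adjusted p of 0.0437 and L1MdA_I one of 0.072. In that table 13 LINE1s are higher at an adjusted p under 0.01, of which 8 are in Fig. 3E. The 5 outside it, named after their values were seen, are L1MdN_I, with a log2 fold change of 0.70 and an adjusted p of 0.000633, L1MdF_II, with 0.598 and 0.0034, L1MdA_V, L1MdF_I and L1MdF_III.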

Other observations

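The tests below were chosen after the results were seen. With hsTASOR the 10 LINE1s lay below control, at a median of -0.51 (adjusted p = 0.0547, fry). Its sign cannot decide for or against library scaling, since scaling to total counted reads, which gave 0.024, shifted all 219 sequences alike, from a median of -0.05 to 0.47. The distance of the list from the median of all tested sequences, -0.46 with the authors' size factors and -0.45 with total counted reads, cannot decide either, since a scaling leaves it nearly unchanged. Library scaling therefore stays open for the level against control. The control library labelled heterozygous is argued against as the whole cause, as the median was -0.41 without it, which leaves 1 control library. Relative to the control mean, the library medians of the list were -0.118 and 0.118 in control and -0.514 and -0.426 with hsTASOR.

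In Tasor−/− against control, 13 LINE1 sequences named A, Gf or Tf had a median log2 fold change of 0.88 and the other 30 tested LINE1s 0.14, a difference of 0.74 (two-sided permutation p = 1e-05 over sequences, the smallest that 100000 permutations can give). The 10 sequences of Fig. 3E were picked from these libraries and share reads, with a median residual correlation of 0.75 over 45 pairs, so this test cannot tell a subfamily difference from that choice.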
